# A multi-tissue multi-omics analysis reveals distinct kineztics in entrainment of diurnal transcriptomes by inverted feeding

**DOI:** 10.1016/j.isci.2021.102335

**Published:** 2021-03-19

**Authors:** Haoran Xin, Fang Deng, Meiyu Zhou, Rongfeng Huang, Xiaogen Ma, He Tian, Yan Tan, Xinghua Chen, Dan Deng, Guanghou Shui, Zhihui Zhang, Min-Dian Li

**Keywords:** Animal Physiology, Systems Biology, Metabolomics, Transcriptomics

## Abstract

Time of eating synchronizes circadian rhythms of metabolism and physiology. Inverted feeding can uncouple peripheral circadian clocks from the central clock located in the suprachiasmatic nucleus. However, system-wide changes of circadian metabolism and physiology entrained to inverted feeding in peripheral tissues remain largely unexplored. Here, we performed a 24-h global profiling of transcripts and metabolites in mouse peripheral tissues to study the transition kinetics during inverted feeding, and revealed distinct kinetics in phase entrainment of diurnal transcriptomes by inverted feeding, which graded from fat tissue (near-completely entrained), liver, kidney, to heart. Phase kinetics of tissue clocks tracked with those of transcriptomes and were gated by light-related cues. Integrated analysis of transcripts and metabolites demonstrated that fatty acid oxidation entrained completely to inverted feeding in heart despite the slow kinetics/resistance of the heart clock to entrainment by feeding. This multi-omics resource defines circadian signatures of inverted feeding in peripheral tissues (www.CircaMetDB.org.cn).

## Highlights

• A multi-omics analysis of food entrainment in mouse peripheral tissues
• Inverted feeding rhythm entrains diurnal transcriptomes with distinct kinetics
• Phase kinetics of tissue clocks is conditioned by constant light
• Cardiac metabolism entrains to feeding fast with slow kinetics of the heart clock

## Introduction

Diurnal oscillations of metabolism, physiology, and behavior is pervasive in life, serving to align the body with environmental cycles and to separate chemically incompatible biochemical reactions (Bass and Lazar, 2016; Takahashi, 2017). Circadian clock enables circadian rhythms of metabolism and physiology in cells, which is reset by daily cycles of two principal environmental cues, such as light and food (Kinouchi and Sassone-Corsi, 2020). Although each cell shares a remarkably similar set of clock genes, tissue clocks are organized in a network and paced by the suprachiasmatic nucleus of the hypothalamus (Dibner et al., 2010; Greco and Sassone–Corsi, 2019). The SCN clock entrains to the light-dark cycle and synchronizes clocks in peripheral tissues, including liver, kidney, heart, and fat tissue, in part through feeding behaviors (Schibler et al., 2016). It is thought that food overrides light in resetting most, if not all, peripheral clocks (Reinke and Asher, 2019). Inverted feeding, also known as daytime-restricted feeding (DRF) or desynchronized feeding, entrains the liver clock to completely inverted oscillations in rodents under light/dark cycles (Damiola et al., 2000; Stokkan et al., 2001).

The coupling between peripheral clocks and feeding rhythms is conducted by nutrient-sensing signaling (Crosby et al., 2019; Hirano et al., 2016; Panda, 2016; Reinke and Asher, 2019; Zhang et al., 2020b). Molecular gears of circadian clocks are primarily made of transcriptional-translational feedback loops, including transcription factors BMAL1, CLOCK, and corepressors PERIOD (PER) and CRY (Patke et al., 2020; Takahashi, 2017). Poly(ADP-ribose) polymerase 1 senses intracellular level of NAD+ and entrains the liver clock to inverted feeding via ploy(ADP-ribosyl)ation of CLOCK (Asher et al., 2010). Glucose-sensing OGT O-GlcNAcylates clock proteins (Yang and Qian, 2017) and modulates diurnal rhythms of voluntary locomotion (Kaasik et al., 2013) and glucose homeostasis (Li et al., 2013). In the past, although many studies focused on clock entrainment in liver, it is not clear whether the regulatory mechanisms of the liver clock are applicable to other peripheral tissues. Emerging evidence suggested that entrainment of peripheral clocks is conditioned by light and non-cell autonomous clocks. The functioning of the liver clock requires the presence of BMAL1-dependent clocks in other tissues under constant darkness (Koronowski et al., 2019), which applies to the epidermal clock (Welz et al., 2019).

Time-restricted feeding (tRF, also known as nighttime-restricted feeding, NRF) is arising as an effective measure to synchronize diurnal oscillations of physiology and metabolism (Longo and Panda, 2016). In liver, circadian clocks control diurnal rhythms of transcriptomes and metabolomes under constant darkness (Krishnaiah et al., 2017; Vollmers et al., 2009). Hepatocyte-autonomous clock contributes to only 20% of diurnal transcriptomes in liver and is sufficient to establish circadian rhythms of glycogen turnover and NAD + salvage metabolism (Koronowski et al., 2019). However, synchronized feed-fast cycles by tRF restores the majority of diurnal transcriptomes in Bmal1^−/−^ mouse liver under light/dark cycles (Greenwell et al., 2019) and protects against obesity and metabolic syndromes in a panel of liver-specific clock mutant mice (Chaix et al., 2019). Provided the salient information on entrainment of liver physiology and metabolism by feeding rhythms, there is a gap in whether and how inverted feeding entrains diurnal oscillations of circadian clocks, physiology, and metabolism in extra-hepatic peripheral tissues.

Here, we applied inverted feeding regimens to uncouple peripheral clocks from the SCN clock and performed 24-h global profiling of transcripts and metabolites in mouse peripheral tissues to study the transition kinetics during inverted feeding, which would transit from the original phase to a 12-h shifted phase if fully entrained by feeding within a week. We first examined entrainment of tissue circadian clocks by feeding and discerned the impact of sex, duration of restricted feeding, and constant light on food entrainment. Next, phase analysis and pathway analysis of diurnal transcriptomes revealed distinct kinetics in food entrainment, which graded from fat tissue, liver, kidney, to heart, and predicted potential physiological and metabolic pathways entrained by inverted feeding. We integrated diurnal transcriptomes with metabolomes/lipidomes and revealed that fatty acid oxidation entrained almost completely to feeding, despite the slow kinetics and/or resistance of the heart clock in food entrainment. In summary, this systems approach sheds light on molecular and metabolic signatures of inverted feeding on circadian biology in peripheral tissues and provides an integrated resource to approach clock synchronization in the body.

## Results

### Global transcript profiling of mouse tissues over 24 h reveals robust diurnal rhythms of transcriptomes under time-restricted feeding

To study food entrainment of diurnal transcriptomes in peripheral tissues, 9-week-old female mice on time-restricted feeding (tRF) regimens, namely daytime (DRF)- and nighttime (control, NRF)-restricted feeding, for one week were subjected to tissue collection, including visceral adipose tissue (VAT), liver, kidney, and heart, at a 4-h interval over 24 h (Figure 1A). 

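Of these tissues, VAT was analysed here. It comprised 56 libraries, from 4 mice at each of 7 time points under each of the 2 regimens, with ZT0 and ZT24 as separate groups. Each library holds RNA of a single mouse. Liver, kidney and heart were not analysed here. The authors deposited a value per gene and library, named TPM, for 25939 genes listed by Ensembl identifier, of which 25906 could be paired with a symbol. The values were tested before use and were not linear TPM. For 25017 genes, the values multiplied by the reference exon length of the gene followed the logarithm of 1 plus a whole number of reads divided by a library size, with a different scale in each library. Whole read numbers were recovered on this basis, and 99.9996% of the 1262086 values of at most 10000 reads lay within 0.02 of a whole number, against 4% by chance. This share includes 899 genes whose length was itself chosen to give whole numbers. The deposited values are therefore log2(CPM + 1) divided by gene length and scaled to a nearly common total per library. Amplitudes below are in units of these deposited values unless log2(CPM + 1) is named.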

Female mice were chosen because they have not been studied by multi-tissue multi-omics in tRF regimens but are known to respond to inverted feeding (Davidson et al., 2003). This one-week regimen is sufficient to entrain liver clocks in rodents (Damiola et al., 2000; Stokkan et al., 2001). Tissues were subjected to global transcript profiling (Table S1) for an average of 50 million reads with a minimal coverage of 39.6 million reads per sample. 

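The recovered reads on genes ranged from 30991988 to 41023908 per VAT library, with a median of 34844959 under DRF and 35771096 under NRF. These reads were 73.0% to 81.3% of the sequencing depth that the paper's Table S1 lists for the same libraries, which runs from 40.8 to 54.5 M reads. Between 21913 and 24110 genes had a value above 0 in a library. All of the 25939 genes had a mean value of at least 0.1 over the 56 libraries, so the filter on low values removed none.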

Liver, heart, and VAT were further subjected to untargeted metabolomics or targeted lipidomics for integration studies (Figure 1A). In total, we performed 224 deep RNA sequencing (Table S2), 138 untargeted metabolomics, and 48 targeted lipidomics experiments (Tables S3 and S4).

**Figure 1:**
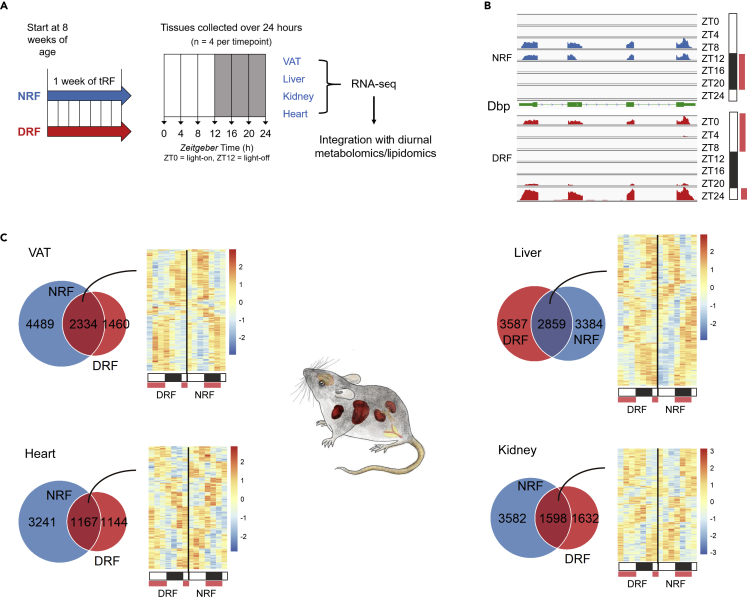
Global transcript profiling of mouse tissues over 24 h reveals robust diurnal rhythms of transcriptomes under time-restricted feeding (A) The workflow of multi-omics analysis of diurnal rhythms in peripheral tissues from female mice subjected to inverted feeding for 1 week. All transcript profiles have at least 40 million reads per sample. DRF, daytime-restricted feeding; NRF, nighttime-restricted feeding; VAT, visceral adipose tissue. See transparent methods. (B) Read counts from the clock output gene *Dbp* locus exhibit diurnal rhythms in liver and are phase inverted under DRF. ZT, zeitgeber time. See also Figures S1A and S1B. (C) General features of the global transcript profiling of peripheral tissues in 9-week-old time-restricted-fed C57BL/6J female mice. Venn diagrams illustrate the overlap of oscillating genes between DRF and NRF in each tissue. Heatmaps show 24-h expression profiles of genes that oscillated under both DRF and NRF conditions.

To validate the pipeline, we visualized the Dbp and Arntl (Bmal1) loci from global transcript profiling and confirmed that inverted feeding reversed the phase of Dbp rhythm in liver (Figures 1B and S1A). Inverted feeding for 1 week did not significantly alter the body weight and visceral adiposity in mice (Figure S1B). The effect on body weight is in line with a previous study (Wang et al., 2017). Wheel-running activity recording confirmed that DRF group remained active in the night, which results in a complete phase uncoupling between voluntary locomotor rhythm and feeding rhythm (Figure S1C), which is consistent with a recent study using an automated feeder system (Acosta-Rodríguez et al., 2017). Principal component analysis revealed the effects of tRF regimens on tissue multi-omics (Figure S1D). 

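For VAT, principal components were computed on log2(CPM + 1) of the 24531 genes with a mean deposited value of at least 1. The first component carried 22.0% of the variance, the second 15.7% and the third 9.27%. Of the total variance, 7.98% lay between the regimens, 14.9% between the time points and 49.1% between the 14 groups of regimen and time point. The first component mostly followed regimen and time point together, with 72.3% of its variance between the 14 groups and 4.45% between the regimens. The third component separated the regimens, with 69.5% of its variance between them. The second component did not, with 0.013%. It was set by a pair of DRF libraries, replicate 1 at ZT8 and replicate 4 at ZT0, which lay 10.3 and 9.13 median absolute deviations from the median. On log2(deposited value + 1), an alternative chosen after the data were seen, the first component carried 6.17%.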

Expression levels of transcripts were subjected to MetaCycle rhythmicity analysis with Benjamini-Hochberg procedure. 

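In VAT, 6967 of 25939 genes were rhythmic under NRF (26.9%) and 3950 under DRF (15.2%). Each regimen was tested on its 28 libraries for a 24-h rhythm, with JTK_CYCLE and Lomb-Scargle p-values combined by Fisher's method as in MetaCycle. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. At an unadjusted p under 0.05, the counts were 8427 and 5849. The paper's reported counts are 6788 under NRF and 3768 under DRF (Table S2). The median relative amplitude of rhythmic genes was 7.09% under NRF and 8.26% under DRF, on the deposited scale, where the logarithm compresses amplitudes. On log2(CPM + 1), the median peak-to-trough difference was 0.51 under NRF and 0.55 under DRF. The alternative that moved the counts most was Lomb-Scargle alone, with 0 genes under each regimen after adjustment, although 4350 under NRF and 2123 under DRF had an unadjusted p under 0.05. Its p carries a penalty for several frequencies, although a single period was tested. With 28 libraries this p has a floor, which makes the adjusted threshold hard to pass, so the 0 says little about rhythms. The 2 DRF libraries apart on the second principal component bore on the comparison. Without them and the NRF libraries of the same number and time point, a choice made after the data were seen, 6381 genes were rhythmic under NRF and 5095 under DRF.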

About 10%–30% of the transcriptome exhibit diurnal rhythms in peripheral tissues (Table S2). This is consistent with published work (Hughes et al., 2009; Zhang et al., 2014). We detected 1167–2859 diurnal genes that oscillated under both DRF and NRF regimens (Figure 1C, Table S2), which allowed phase analysis to understand transcriptome-wide phase entrainment by inverted feeding in peripheral tissues. 

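In VAT, 2432 genes were rhythmic under both regimens, 4535 under NRF only and 1518 under DRF only. The paper's reported count of dual-oscillating genes in its Table S2 is 2308. Being past the threshold in a single regimen does not show a different rhythm. The difference itself was tested in limma on log2(CPM + 1), as the interaction of regimen with the 24-h cosine and sine. With Benjamini-Hochberg adjustment, 9340 genes had an adjusted p under 0.05, and 11099 had an unadjusted p under 0.05. With each replicate number left out in turn, between 1067 and 1529 genes were dual-oscillating. The paper goes on from these genes to phase analysis.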

In sum, robust diurnal rhythms of tissue transcriptomes under tRF regimens were detected by diurnal transcriptomics.

### Circadian clocks show tissue-specific kinetics in phase entrainment by inverted feeding

To test whether cell-autonomous circadian clocks entrained to inverted feeding with different kinetics, we examined the expression profiles of clock genes, including Nr1d1 (Rev-Erbα), Dbp, Per2, and Arntl (Bmal1). The statistical significance of changes in rhythmicity parameters was computed by CircaCompare (Parsons et al., 2020). The results showed that inverted feeding completely reversed the phase of clock genes in liver and decreased the amplitude (Figure 2A). This is consistent with previous knowledge (Reinke and Asher, 2019). 

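In VAT, Nr1d1 (chromosome 11, 98767932 to 98775333 in GRCm38) and Dbp (chromosome 7, 45705088 to 45710203) were fitted with a 24-h cosine that had its own mesor, amplitude and phase in each regimen, the CircaCompare model. Under NRF, the mean value of Nr1d1 ranged from 34.6 ± 1.17 (SD, n = 4) at ZT20 to 112 ± 1.76 (SD, n = 4) at ZT8. Under DRF, it stayed between 78.2 ± 3.51 (SD, n = 4) at ZT20 and 88.7 ± 5.76 (SD, n = 4) at ZT16. The amplitude was 41.8 (standard error 1.55) under NRF and 2.98 (standard error 1.43) under DRF. The rhythm had a p of 1e-05 under NRF, the smallest that 100000 permutations of the time labels can give, and of 0.104 under DRF. For Dbp, the amplitude was 41.5 (standard error 2.04) under NRF and 4.34 (standard error 2.30) under DRF, where the permutation p was 0.253. The MetaCycle-type test gave an adjusted p of 4.48e-10 for Nr1d1 and 2.34e-11 for Dbp under NRF, and of 1 for both under DRF. Fitted phase shifts were 4.82 h for Nr1d1 and 4.71 h for Dbp, but they rest on DRF rhythms that these tests did not detect.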

In VAT, 24-h expression profiles of Nr1d1 and Dbp became arrhythmic under DRF (Figure 2B). 

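Per2 (chromosome 1, 91415982 to 91459324) and Arntl (chromosome 7, 113207465 to 113314126) were rhythmic in VAT under both regimens. The permutation p under DRF was 4e-05 for Per2 and 5e-05 for Arntl. The phase of Per2 was 15.6 h (standard error 0.231) under NRF and 13.6 h (standard error 0.857) under DRF, a shift of 1.95 h (standard error 0.888). The Wald test of this shift (n = 28 per regimen), adjusted over the 10 clock genes by the Benjamini-Hochberg method, gave p = 0.0412. The phase of Arntl was 23.1 h (standard error 0.223) under NRF and 4.87 h (standard error 0.817) under DRF, a shift of 5.73 h (standard error 0.847, adjusted p = 6.83e-08). The amplitude of Per2 was 15.8 (standard error 0.992) under NRF and 4.51 (standard error 0.933) under DRF, and that of Arntl 12.7 (standard error 0.663) and 3.12 (standard error 0.739). The amplitude difference had an adjusted p of 1.02e-10 for Per2 and 9.79e-13 for Arntl. The Per2 shift was no longer past the threshold without the ZT24 libraries (1.52 h, adjusted p = 0.132). At single time points, 4 mice against 4 cannot go below an exact two-sided permutation p of 0.0286. After Bonferroni correction over the 7 time points the smallest p is 0.2, so no single time point could pass 0.05.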

Diurnal rhythms of Per2 and Arntl showed incomplete phase shifts by 2 h and 6 h, respectively and exhibited a large decrease of amplitude in VAT (Figure 2B). These observations suggested a dampening response of the adipose clock in phase entrainment by feeding. 

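The same comparison was made for all 10 clock genes shown for VAT in Figure 2B, and the remaining ones are Cry1, Npas2, Clock, Per3, Nampt and Nr1d2. The amplitude was lower under DRF in 10 of the 10 genes, each with an adjusted p under 0.05 for the difference. The DRF amplitude was 7.12% to 32.5% of the NRF amplitude, with a median of 19.1%. With each replicate number left out in turn, all 10 differences stayed past the threshold. By the MetaCycle-type test, 10 genes were rhythmic under NRF and 3 under DRF, namely Per2, Arntl and Nr1d2. The permutation test, without adjustment, also gave a p under 0.05 under DRF for Per3 (0.00134), Clock (0.00785) and Npas2 (0.0145). It did not for Nr1d1, Dbp, Cry1 and Nampt. The spread between mice of one time point was larger under DRF for 5 of the 10 genes. From the lost rhythms of Nr1d1 and Dbp, the partial shifts of Per2 and Arntl, and the lower amplitudes, the paper proposes a dampening response of the adipose clock.

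**Figure D1:**
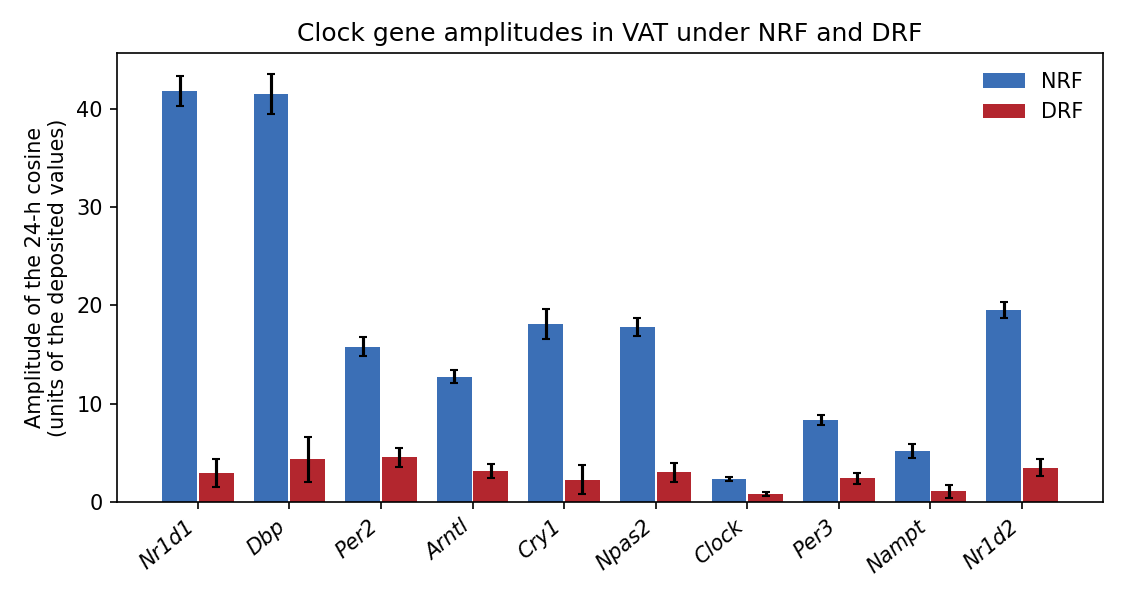
Amplitude of the 24-h cosine for 10 clock genes in VAT under NRF (blue) and DRF (red), in units of the deposited values; bars are fitted amplitudes and error bars their standard errors, from 28 libraries per regimen. The DRF bars reach 0.761 for Clock to 4.51 for Per2, and the NRF bars 2.34 for Clock to 41.8 for Nr1d1.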

In kidney (Figure 2C) and heart (Figure 2D), diurnal rhythms of clock genes showed phase shifts of 0–3 h, which suggested slow kinetics and/or resistance in phase entrainment of clocks in these tissues by feeding.

**Figure 2:**
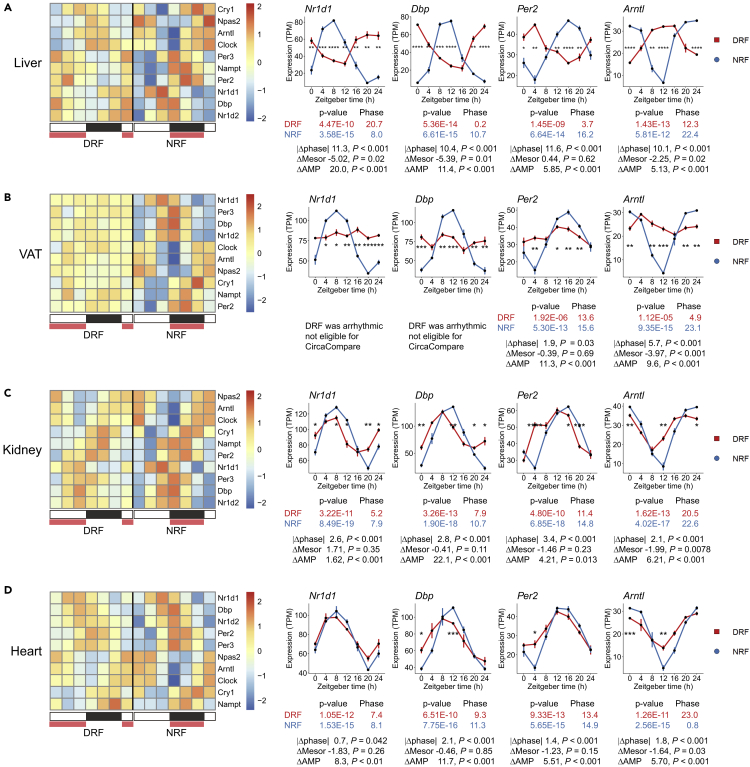
Circadian clocks show tissue-specific kinetics in phase entrainment by inverted feeding (A–D) Diurnal expression of clock genes in liver (A), VAT (B), kidney (C), and heart (D). In heatmaps, expression levels are represented as Z score of the mean (n = 4). White/black blocks indicate light/dark cycle. Red frames indicate feeding period. In line-plots, samples are represented as mean ± sem (n = 4). Statistics and comparison of rhythmicity parameters were computed by CircaCompare. Mesor, rhythm-adjusted mean expression level; AMP, amplitude. Multiple t-tests with Bonferroni correction; not shown when p ≥ 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. See also Figure S2.

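In VAT, the fitted phase shifts of the 10 clock genes ranged from 1.42 h for Nampt (standard error 2.29) to 11.5 h for Cry1 (standard error 2.34), with a median of 4.77 h. The shift was past an adjusted p of 0.05 for 8 of the 10 genes, and not for Nampt (adjusted p = 0.54) and Npas2 (2.48 h, adjusted p = 0.0556). Cry1 and Clock had fitted shifts of 11.5 h and 10.7 h, but their DRF amplitudes were 2.24 (standard error 1.48) and 0.761 (standard error 0.207). Neither was rhythmic under DRF by the MetaCycle-type test, with an adjusted p of 0.0624 for Clock. The permutation p under DRF was 0.406 for Cry1 and 0.00785 for Clock. The 2 tests thus differ for Clock, whereas Cry1 lacked a DRF rhythm by both. So did Nr1d1, Dbp and Nampt, with a permutation p under DRF of 0.104, 0.253 and 0.464. The median of 4.77 h lies between the shifts of Dbp (4.71 h) and Nr1d1 (4.82 h). It therefore rests on genes without a detected DRF rhythm. None of the 10 was dual-oscillating with a shift of 8 h or more. On linear CPM, an alternative chosen after the data were seen, 4 shifts were past the threshold.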

To determine whether the different kinetics in clock-entraining responses to inverted feeding are modulated by sex-related signals, we performed quantitative PCR analysis and quantified diurnal expression profiles of clock genes in male mice that had been subjected to inverted feeding for one week. As expected, diurnal rhythms of clock genes such as Nr1d1, Dbp, and Arntl entrained to inverted feeding almost completely in males (Figure S2A). Diurnal rhythm of Per2 was less robust under DRF, but the peak time as roughly 12 h apart between tRF. In VAT, diurnal rhythms of Nr1d1 and Dbp were dampened by inverted feeding (Figure S2B). Unlike in female VAT, diurnal rhythms of Per2 became dampened, whereas that of adipose Arntl was reversed by inverted feeding in male VAT (Figure S2B). In kidney, diurnal rhythms of Dbp and Arntl were phase-locked under DRF and severely impaired on amplitude (Figure S2C). Diurnal profiles of Nr1d1 and Per2 became arrhythmic under DRF. In heart, diurnal rhythms of clock genes were dampened by inverted feeding (Figure S2D). Together, the liver clock and part of the adipose clock maintained similar responses to inverted feeding between male and female mice; however, peripheral clocks in kidney and heart seemed to be less robust under DRF in males.

To determine whether clock entrainment in peripheral tissues reaches the steady state, we subjected female mice to inverted feeding for 36 days. We observed that body weight decreased slightly and transiently in the first two weeks, restored, and increased later in DRF-treated mice (Figure S3A), which is associated with a transient drop in food intake (Figure S3B). This effect is well powered by a sample size of 56 (a sample size of 26 is required to ensure a power of 0.8 when alpha = 0.05) and thus could reveal the small change of body weight and food intake. Profiling of clock genes in peripheral tissues around the clock revealed that after 36 days under tRF regimens, the phase shifts of circadian clocks were not different from that in the 7-day tRF in metabolic tissues, such as liver and VAT (Figure 3A). Although heart and kidney clocks remained phase-locked to light-dark cycles under 36-day tRF, the amplitude was clearly decreased by inverted feeding (Figures 3A and S3C). We could not rule out the possibility that heart and kidney clocks would eventually shift provided even longer tRF, but at least these peripheral clocks showed resistance to phase entrainment by feeding after 36 days of tRF. Comparison of phase kinetics between 36-day tRF and 7-day tRF clarified that clock entrainment under 7-day tRF regimens reflects tissue-specific kinetics.

**Figure 3:**
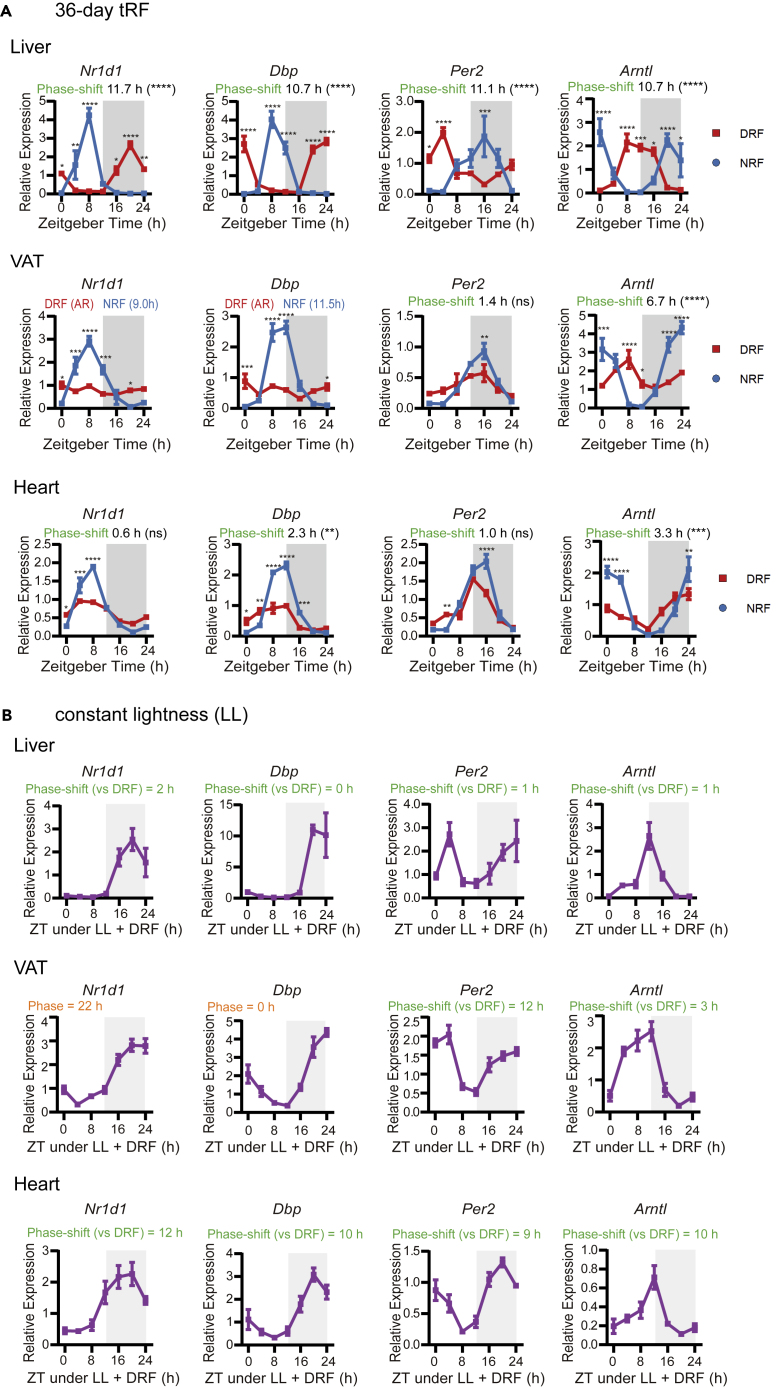
Effects of duration and constant light on clock entrainment by inverted feeding (A) Effects of 36-day inverted feeding on diurnal expression of clock genes in liver, VAT, and heart. Phase shifts were computed by CircaCompare, with statistical significance from t tests indicated in the brackets. Phase parameter from MetaCycle (meta2d_phase) was shown when CircaCompare could not be applied. ns, p ≥ 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. See also Figures S3A–S3C. (B) Effects of constant light (LL) on diurnal expression of clock genes in liver, VAT, and heart under DRF. Female mice were acclimated to 12-h light-dark cycles, subjected to LL for 9 days, and then subjected to DRF and LL for 7 days. Phase shift was estimated by meta2d_phase (H) with the period length under LL set to 20–28 h and that under LD set to 24 h. CircaCompare could not be applied because the period length under LL differs significantly from that under 12-h light-dark cycles. Data are represented as mean ± sem (n = 4). Multiple t tests with Bonferroni correction; not shown when p ≥ 0.05, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. See also Figures S3D–S3E.

Light and food are two principal time cues in the mammalian circadian clock system. To determine whether removal of time cues from the central clock would facilitate phase entrainment of peripheral clocks by feeding, we used constant light (∼500 lux, LL) to desynchronize the SCN clock neurons (Chen et al., 2008; Ohta et al., 2005) and examined phase adaptation to inverted feeding in female mice under LL. Voluntary running activity analysis showed that LL significantly increased the period of behavioral rhythm by 1.7 h, and DRF did not significantly alter the period in these LL-conditioned female mice (Figure S3D, LD: 23.91 ± 0.012 h, LL: 25.61 ± 0.18 h, LL + DRF: 25.24 ± 0.55 h, mean ± sem, n = 8). Twenty-four-hour profiling of clock genes showed that LL did not alter the phase of clock genes in liver, which had already entrained to feeding (Figure 3B).

LL seemed to facilitate non-hepatic tissue clocks to entrain completely to inverted feeding. LL induced robust oscillations of adipose clock genes, including Nr1d1 and Dbp, under DRF (Figure 3B). LL facilitated complete phase inversion of Per2 and Arntl in VAT (Figure 3B). Clock genes in heart were phase inverted under DRF in LL-conditioned female mice (Figure 3B). Diurnal oscillations of Nr1d1, Dbp, and Per2 in kidney were phase inverted as well under LL + DRF; however, renal Arntl was only moderately phase shifted under LL + DRF (Figure S3E). Our results indicated that removal of the time cues from the central clock by LL promotes readily entrainment of extra-hepatic tissue clocks by feeding.

Overall, our data showed that cell-autonomous circadian clocks entrained to 7-day inverted feeding with different kinetics, which is gated by light-related cues.

### Inverted feeding reverses diurnal transcriptomes in VAT and liver

To determine phase entrainment of diurnal transcriptomes in peripheral tissues, we examined phase shifts of diurnal genes that oscillated under both tRF regimens (hereafter named as dual-oscillating genes). Considering the cyclic nature of circadian rhythms, absolute value of phase shift was presented. For example, a phase delay of 14 h is equal to a phase advance of 10 h (= 24 h–14 h) and would be presented as a phase shift of 10 h. Considering the phase resolution limited by the 4-h sampling interval, we defined phase shift within 4 h (0–4 h) as the phase-locked status and phase shift between 8 and 12 h as the phase-inverted status (8–12 h).

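Phase shifts in VAT were computed for the 2432 dual-oscillating genes from the phases of the MetaCycle-type test, rounded to whole hours. The shift was 8 h or more in 1928 genes (79.3%), 4 h or less in 213 (8.76%) and between these limits in 291. The median absolute shift was 10 h, and 11 h was the most frequent value, in 588 genes. With each replicate number left out in turn, the inverted share lay between 80.5% and 85.6%. Of the alternative settings, the phase without rounding lowered the inverted share most, to 75.7%. With another choice of genes, the share was lower: of 11009 genes rhythmic by a joint test of both regimens in limma, 58.9% had a shift of 8 h or more. The phases behind this 58.9% were not rounded, so the 75.7% is a nearer comparison than the 79.3%. A phase known to whole hours from samples 4 h apart is coarse next to the 8-h limit, and 134 genes had a shift of 7 h.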

In VAT, phase-shift histogram showed that 80.46% of dual-oscillating genes were phase inverted under DRF in VAT (Figure 4A). Adipose phase-inverted genes from DRF and NRF exhibited clusters around ZT9 and ZT20-23 (Figure S4A). 

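In VAT, 862 of the 1928 phase-inverted genes (44.7%) peaked from ZT7 to ZT11 under DRF and 673 (34.9%) from ZT19 to ZT23. Under NRF, 765 (39.7%) peaked from ZT7 to ZT11 and 806 (41.8%) from ZT19 to ZT23. The gene by gene pairing joined these windows: 724 genes (37.6%) moved from ZT19 to ZT23 under NRF to ZT7 to ZT11 under DRF, and 577 (29.9%) moved the other way. The narrower window from ZT20 to ZT23 held 28.1% of the inverted genes under DRF and 30.3% under NRF. From the share of inverted genes, the paper states that inverted feeding reverses the diurnal transcriptome of VAT.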

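Phase shifts of the dual-oscillating genes in VAT were tested by gene set with a Kuiper test after PSEA, on Reactome sets, because GO sets were not used here. Of 1457 sets, 185 held at least 10 dual-oscillating genes. Against a uniform spread of signed shifts, 174 of the 185 sets had a Benjamini-Hochberg adjusted p under 0.05 over 100000 permutations. Their median vector-mean shift was 11.2 h, and 159 of the 174 had a shift of at least 10 h. Against the other dual-oscillating genes, 0 sets passed, and 15 had an unadjusted p under 0.05. Random lists of 10 dual-oscillating genes passed the uniform test at an unadjusted p of 0.05 in 80.7% of 1000 draws. With absolute shifts, as the paper presents them and chosen after the data were seen, 185 of the 185 sets and 99.2% of the random lists passed the uniform test. Against the other dual-oscillating genes, 0 sets then passed, with 14 at an unadjusted p under 0.05. The paper's reported results for VAT in its Table S3, as far as they could be read here, give 1482 of 1483 GO sets past a q of 0.05 against a uniform spread and 2 against background. Leaving out 1 replicate number, chosen after the data were seen, moved the result most: 51 to 94 sets passed the uniform test and 0 to 2 passed against the other dual-oscillating genes.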

Phase set enrichment analysis (PSEA) of dual-oscillating genes using Gene Ontology (GO) terms based on phase shifts revealed that highly phase-clustered pathways exhibited at least a 10-h phase-shift and enriched biological progresses such as long-chain fatty acid metabolism, RNA modification, and Golgi vesicle trafficking (Figure 4B, Table S3). Cistrome matching analysis based on published genome-wide binding sites of transcription factors (TF) and chromatin regulators in VAT found chromatin-binding signatures for histone deacetylase-dependent corepressor SIN3A, MYC, etc. near phase-inverted genes (Figure 4C). Cistrome matching analysis predicted histone acetylase EP300, and circadian regulators, such as NR3C1 (glucocorticoid receptor), HDAC3, NR1D1, and ARNTL, etc. as potential transcriptional regulators of phase-locked genes in VAT (Figure S4B).

**Figure 4:**
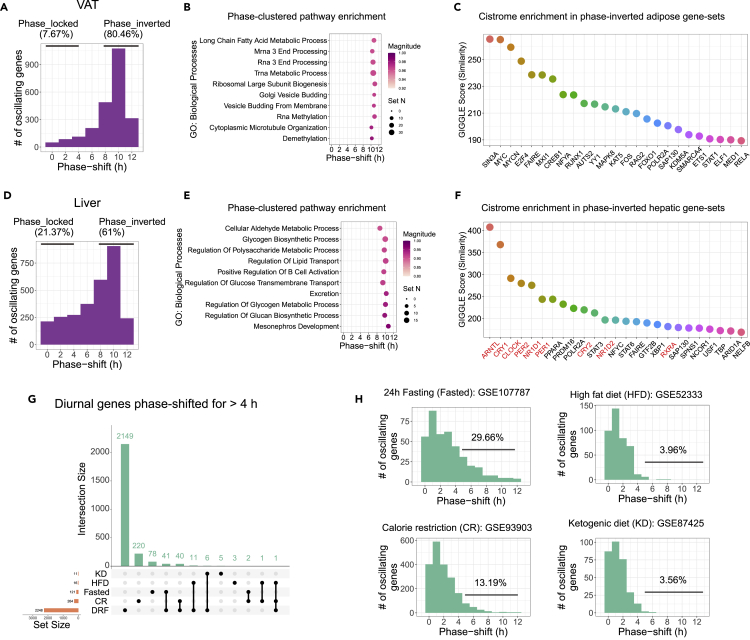
Inverted feeding reverses diurnal transcriptomes in VAT and liver (A) Phase-shift histogram shows that 80.46% of the adipose dual-oscillating genes were phase inverted by inverted feeding. Phase-locked, phase shift of 0–4 h; phase-inverted, phase shift of 8–12 h. Considering the cyclic nature, phase shift is converted to absolute value to allow a window of 0–12 h, e.g. a phase advance of 14 h equals to a phase delay of 10 h (24–14 = 10), and is expressed as a phase shift of 10 h. See also Figure S4A. VAT, visceral adipose tissue. (B) Top 10 phase-clustered pathways that are phase shifted by inverted feeding in VAT. Magnitude is a measure of the temporal cohesiveness of the phase set (q < 0.05). (C) Cistrome enrichment analysis of phase-inverted genes in VAT based on curated cistromes of transcription factors and chromatin regulators from CistromeDB. Circadian clock proteins are marked in red. See also Figure S4B. (D) Phase-shift histogram shows that 61% of the hepatic dual-oscillating genes were phase inverted by inverted feeding. See also Figure S4C. (E) Top 10 phase-clustered pathways that are phase shifted by inverted feeding in liver. (F) Cistrome enrichment analysis of phase-inverted genes in liver based on curated cistromes of transcription factors and chromatin regulators from CistromeDB. Circadian clock proteins are marked in red. See also Figure S4D. (G) Interaction of diurnal transcripts in liver that shows phase modulation by various dietary treatments. KD, ketogenic diet; HFD, high-fat diet; Fasted, 24-h fasting; CR, calorie restriction. Rhythmicity is statistically thresholded at meta2d_BH.Q < 0.05. The period is set to 24 h. (H) Phase-shift histogram shows that the degree of food scarcity is positively correlated with the degree of phase entrainment in hepatic diurnal transcriptomes. The degree of phase entrainment by diets is represented as the percentage of diurnal transcripts that were phase shifted by more than 4 h.

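By a rule fixed in advance, 5 genes of each class are named for VAT. They are ranked by the smaller of their relative amplitudes under NRF and DRF, among genes with a mean value of at least 1. The phase-inverted genes were S100a2, Rpl31-ps10, AC153137.1, Gm23144 and Gssos2, with shifts of 12 h, 11 h, 12 h, 12 h and 10 h. The phase-locked genes were BB123696, Lefty2, A930019D19Rik, 1110002O04Rik and Gpr165, with shifts of 1 h, 1 h, 2 h, 3 h and 1 h. For 1110002O04Rik, the fitted cosines gave 4.42 h (standard error 1.194), outside the phase-locked range. All 10 are weakly expressed, with a mean log2(CPM + 1) under DRF of 0.063 for S100a2 to 0.60 for Gpr165. Rpl31-ps10 is a pseudogene, and reads of its parent gene could have been counted on it.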

In liver, 61% of dual-oscillating genes were phase inverted under DRF (Figure 4D). Phase-inverted genes exhibited enrichment around ZT23-0 under DRF (Figure S4C). PSEA of dual-oscillating genes based on phase shifts identified signatures of metabolism of complex carbohydrates, transport of lipids, and glucose (Figure 4E, Table S3). These metabolic pathways showed 8–11 h of phase shifts, which is consistent with existing studies (Vollmers et al., 2009; Zhang et al., 2016). Cistrome matching analysis in liver showed that circadian clock TFs, e.g. BMAL1, CRY1, CLOCK, PER2, and NR1D1, were among the TFs bound near phase-inverted genes (Figure 4F). Cistrome matching analysis showed that in the gene-set of phase-locked genes, components of RNA polymerase II, such as POLR2A and POLR2B, were among top 3 predicted chromatin-bound TFs (Figure S4D).

To explore potential dietary components driving phase entrainment of diurnal transcriptomes in liver, we performed an integrated analysis of our hepatic dataset and existing datasets of hepatic diurnal transcriptomes modulated by high-fat diet (HFD, GSE52333), ketogenic diet (KD, GSE87425), calorie restriction (CR, GSE93903), and 24-h fasting (Fasted, GSE107787). Because phase entrainment is rare in these datasets, we relaxed the threshold to include diurnal genes with a phase shift >4 h. We retrieved 2,248 phase-shifted diurnal genes in DRF, 624 in CR, 121 in Fasted, 16 in HFD, and 11 in KD (Figure 4G). About 34% (41/121) of phase-shifted diurnal genes in Fasted liver were present in DRF-treated liver, whereas only 6.4% (40/624) in CR liver were present in DRF-treated liver (Figure 4G). Considering the percentage of phase-shifted diurnal genes in dual-oscillating genes as an indicator, we found that food scarcity is positively associated with the degree of phase entrainment in hepatic diurnal transcriptomes, such as 29.66% in Fasted, 13.19% in CR, 3.96% in HFD, and 3.56% in KD (Figure 4H). The results suggested that fasting might condition phase entrainment of hepatic diurnal transcriptome under light/dark cycles.

Next, we determined phase entrainment of hepatic diurnal lncRNA-omes by feeding. We uncovered 288 diurnal lncRNA gene-derived lncRNAs in liver. About 79.1% of the 66 dual-oscillating lncRNAs were phase inverted by inverted feeding (Figures S4E and S4F), suggesting that lncRNA profiles exhibit a faster kinetics than the total transcriptome (61%) in phase entrainment. Atrolnc-1 (1110038B12Rik) is recently shown to be induced by catabolic signals, including nutrient deprivation, and contributes to muscle wasting (Sun et al., 2018). Atrolnc-1 exhibited robust entrainment to inverted feeding in liver, based on mapped reads (Figure S4G). Data mining via CirGRDB showed that diurnal oscillation of Atrolnc-1 was enabled by calorie restriction in mouse liver (peak ZT9) (Li et al., 2018; Sato et al., 2017). We confirmed the robust phase entrainment of four hepatic lncRNAs, including Atrolnc-1 by RT-qPCR analysis (Figure S4H).

In sum, diurnal transcriptomes in metabolic tissues, such as VAT and liver, entrained readily to inverted feeding. Adipose diurnal transcriptomes showed higher completeness in phase entrainment by feeding than hepatic diurnal transcriptomes. Signatures of circadian clock TFs were enriched in phase-locked genes in VAT and phase-inverted genes in liver.

### Diurnal transcriptomes in kidney and heart show slow kinetics/resistance in phase entrainment to feeding

In kidney, 37.11% of the dual-oscillating genes remained phase locked to the light-dark cycle, whereas 39.11% were phase inverted (Figure 5A). Renal phase-inverted genes were clustered around ZT9 and ZT23 (Figure S5A). Pathway enrichment via PSEA revealed that phase-shift distribution of the ten most enriched pathways spanned from 4 h (cellular response to insulin stimulation), 6 h (telomere biology), to 9–10 h (amino acid activation) (Figure 5B, Table S3). Cistrome matching analysis showed that circadian TFs and histone H3 lysine 4 trimethylation (H3K4me3) were among top TFs and histone marks enriched in the vicinity of phase-locked genes (Figure 5C), whereas PPARA, FOXO1, etc. were among the top TFs bound to phase-inverted genes (Figure S5B).

**Figure 5:**
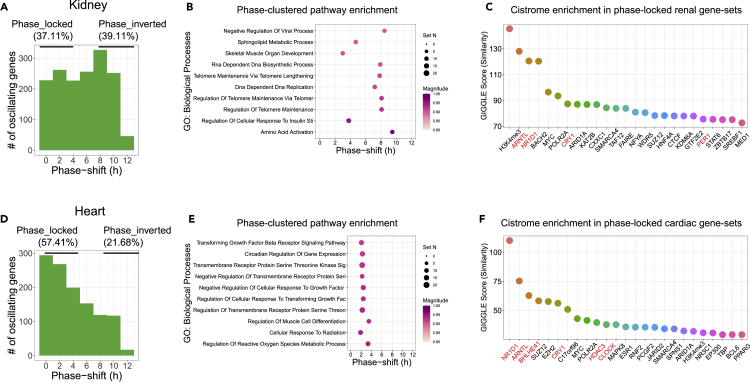
Diurnal transcriptomes in kidney and heart show slow kinetics/resistance in phase entrainment to feeding (A) Phase-shift histogram shows that 39.11% of the renal dual-oscillating genes were phase inverted by inverted feeding. Phase-locked, phase shift of 0–4 h; phase-inverted, phase shift of 8–12 h. Considering the cyclic nature, phase shift is converted to absolute value to allow a window of 0–12 h, e.g. a phase advance of 14 h equals to a phase delay of 10 h (24–14 = 10), and is expressed as a phase shift of 10 h. See also Figure S5A. (B) Top 10 phase-clustered pathways that are phase shifted by inverted feeding in kidney. Magnitude is a measure of the temporal cohesiveness of the phase set (q < 0.05). (C) Cistrome enrichment analysis of phase-locked genes in kidney based on curated cistromes of transcription factors and chromatin regulators from CistromeDB. Circadian clock proteins are marked in marked. See also Figure S5B. (D) Phase-shift histogram shows that 21.68% of the cardiac dual-oscillating genes were phase inverted by inverted feeding. See also Figure S5C. (E) Top 10 phase-clustered pathways that are phase shifted by inverted feeding in heart. (F) Cistrome enrichment analysis of phase-locked genes in heart based on curated cistromes of transcription factors and chromatin regulators from CistromeDB. Circadian clock proteins are marked in red. See also Figure S5D.

In heart, the majority (57.41%) of dual-oscillating genes were phase locked to light-dark cycles, and only 21.68% of genes were phase inverted by inverted feeding (Figure 5D). Phase-inverted genes were clustered around ZT0 and ZT9, respectively (Figure S5C). PSEA revealed that almost all top 10 enriched pathways, including circadian clock, redox metabolism, and TGFβ signaling, remained phase locked to light/dark cycles (Figure 5E, Table S3). To explore regulatory mechanisms, we performed cistrome-matching analysis and found that circadian clock transcription factors, (e.g. NR1D1, ARNTL, BHLHE41, and CRY1) and components of polycomb repressive complex 2 (e.g. SUZ12 and EZH2) were top predicted TFs governing the phase-locked gene sets (Figure 5F), whereas FOXK1, FOXO1 and CREB1 were among top TFs bound to phase-inverted genes (Figure S5D). We tested the robustness of the chronotype in heart in an independent cohort (n = 1, sampled every 4 h for 24 h) and reproduced the findings on slow kinetics and/or resistance in phase entrainment by feeding (Figure S5E).

In sum, diurnal transcriptomes in kidney and heart showed slow kinetics and/or resistance in phase entrainment by inverted feeding. Cardiac diurnal transcriptomes exhibited lower completeness in phase entrainment than renal diurnal transcriptomes. Phase-locked genes in these tissues enriched signatures of circadian clock TFs.

### Phase entrainment of diurnal lipidomes and metabolomes in VAT and liver by inverted feeding

To match our findings in diurnal transcriptomes in metabolic tissues, we assessed phase entrainment of diurnal lipidomes in VAT and diurnal metabolomes in liver using targeted lipidomics and untargeted metabolomics, respectively.

In VAT, targeted lipidomics profiling of 199 neutral lipids showed that only five species oscillated in a diurnal manner under tRF regimens, which are composed of free cholesterol (Cho) and some cholesterol esters (CE) (Figure 6A, Table S4). Cholesterol rhythm was robust under DRF (Figure 6B, p < 0.0001, phase 2 h). Apparently, cholesterol rhythm under NRF reached the peak around 12 h. 

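In VAT, 9 cholesterol biosynthetic genes were fitted together. All 9 were dual-oscillating and phase inverted by the whole-hour phases of the MetaCycle-type test. By the fitted cosines, the median shift was 10.2 h. The smallest fitted shift was that of Hmgcs1, whose whole-hour shift was 8 h, from a phase of 22.8 h (standard error 0.517) under NRF to 6.13 h (standard error 0.656) under DRF, a shift of 7.35 h (standard error 0.835). Lss had the largest adjusted p of the shift, 7.42e-09, with phases of 20.6 h (standard error 0.538) and 11.7 h (standard error 1.17). The shift had an adjusted p under 0.05 in 9 of 9 genes, by the CircaCompare Wald test with Benjamini-Hochberg adjustment. The amplitude differed at an adjusted p under 0.05 in 0 of the 9. By whole-hour shifts, the median was 10 h. Of 10000 random lists of 9 dual-oscillating genes matched on mean expression, 71.3% had a median at least as large and 75% one at most as large, with many ties at 10 h. The vector length of the 9 shifts was 0.847, and 15.0% of the random lists reached it. The Reactome set Cholesterol biosynthesis held 12 dual-oscillating genes, with an adjusted p of 0.00014 against a uniform spread and of 0.614 against the other dual-oscillating genes.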

PSEA and diurnal expression profiles of cholesterol biosynthetic genes revealed that cholesterol biosynthetic process was significantly enriched (q-value 0, magnitude 0.85) and phase shifted by 10 h (Figures 6C, Table S3). We noticed and confirmed by MetaCycle rhythmicity analysis that diacylglycerol (DAG) species exhibited a 12-h oscillation under DRF (Figure S6A, Table S4). Triacylglycerol (TAG) species were not oscillating in adipose tissue but showed high levels at ZT8 under DRF (Figure S6B). By integrating with the gene panel on triglyceride metabolism, the alterations on daily profiles of DAG/TAG were associated with phase inversion of Dgat1 and Lipe (HSL) rhythms (Figure S6C). Thus, our integrated analysis of adipose lipidomes and transcriptomes showed that cholesterol rhythm entrained readily to inverted feeding, and DAG levels were induced to oscillate in a 12-h manner under DRF in VAT.

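Dgat1 (chromosome 15, 76502015 to 76511953) peaked at 11.3 h (standard error 0.563) under NRF and at 1.35 h (standard error 0.762) under DRF, a shift of 9.92 h (standard error 0.947). Lipe (chromosome 7, 25379527 to 25398710) peaked at 9.58 h (standard error 0.602) and 20.7 h (standard error 0.661), a shift of 11.1 h (standard error 0.894). Adjusted over both genes, the CircaCompare Wald test (n = 28 per regimen) gave p = 3.3e-14 for Dgat1 and 1.47e-16 for Lipe. Their amplitudes were 7.86 and 4.51 under NRF and 5.75 and 3.98 under DRF, differences that were not past the threshold (adjusted p of 0.314 and 0.595). The largest mean value of Dgat1 was 126 ± 0.155 (SD, n = 4) at ZT12 under NRF and 126 ± 2.35 (SD, n = 4) at ZT4 under DRF. The lipid measurements were not analysed here.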

**Figure 6:**
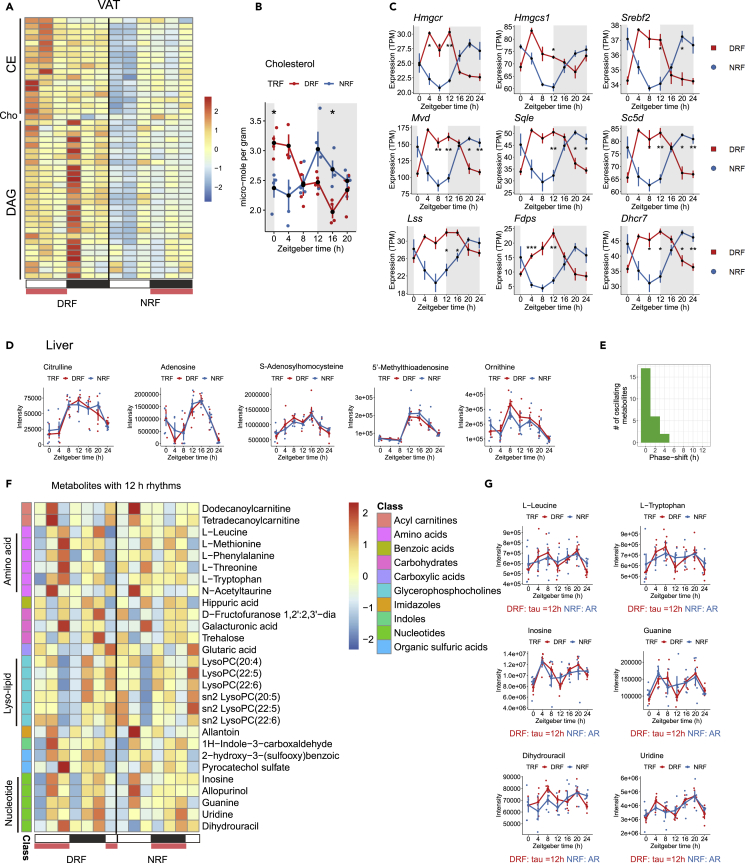
Phase entrainment of diurnal lipidomes and metabolomes in VAT and liver by inverted feeding (A) Heatmap showing 24 h profiles of neutral lipids by targeted lipidomics in VAT. Cho, cholesterol. See also Figures S6A and S6B. (B) Cholesterol rhythm is reversed by inverted feeding in VAT. Data were represented as mean ± sem (n = 4 except n = 3 in DRF ZT4 group). (C) Diurnal expression of genes in cholesterol biosynthesis process is reversed by inverted feeding in VAT. See also Figure S6C. (D) Twenty-four-hour profiles of representative diurnal metabolites in liver under tRF regimens. See also Figure S6D. (E) Phase-shift diagram of dual-oscillating metabolites in liver. (F) Heatmap showing 24 h of hepatic metabolites with 12-h rhythms. These metabolites oscillated under at least one tRF regimen. (G) Twenty-four-hour profiles of representative hepatic metabolites with 12-h rhythms under tRF regimens. Tau, the period length. Data were represented as mean ± sem (n = 4–5 for metabolites, n = 4 for genes). Multiple t tests with Bonferroni correction; p *≥* 0.05 is not shown, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

In liver, untargeted metabolomics analysis uncovered diurnal rhythms in 68 out of 243 metabolites in liver (Figure S6D). These diurnal metabolites include robust circadian metabolites in liver, e.g. citrulline, adenosine, S-adenosylhomocysteine (SAH), 5′-methylthioadenosine, and ornithine (Figure 6D). All of the 25 dual-oscillating metabolites remained phase locked to light-dark cycle (Figure 6E, Table S4). However, we detected 28 metabolites that oscillated in a 12-h rhythm, which include amino acids, lyso-lipids, and nucleotide/nucleosides (Figure 6F). Apparently, metabolites involved in amino acid metabolism and nucleotide metabolism oscillated only under DRF (Figure 6F, Table S4), such as L-leucine, L-tryptophan, inosine, guanine, dihydrouracil, and uridine (Figure 6G). Metabolites related to lyso-lipids oscillated only under NRF (Table S4). This metabolic signature suggested that diurnal rhythms of some metabolic pathways in liver were not entrained by feed-fast cycle. Instead, inverted feeding licensed the 12-h oscillations of metabolites related to amino acids and nucleotides in liver.

### Inverted feeding entrains diurnal rhythms of fatty acid oxidation in heart

To determine how inverted feeding entrains diurnal physiology and metabolism in heart, we integrated diurnal transcriptomes and metabolomes in heart tissue. Untargeted metabolomics analysis of diurnal metabolites in heart uncovered 113 diurnal metabolites (Figure S7, Table S4). Clustering analysis based on diurnal profiles of these metabolites under both tRF regimens produced six clusters of metabolites. Particularly, cluster 3 metabolites are mainly composed of acylcarnitines and some metabolites in nucleotide metabolism and energy metabolism (Figure S7). We further found that inverted feeding reversed diurnal rhythms of the 41 dual-oscillating diurnal metabolites in heart tissue, including three major classes, such as acylcarnitine, amino acid, and nucleotide (Figure 7A). Phase-inverted metabolites accounted for 90.24% of the dual-oscillating metabolites (Figure 7B). Thus, despite the slow kinetics and/or resistance in phase entrainment of cardiac transcriptomes by feeding, inverted feeding entrained diurnal metabolomes in heart readily within one week.

**Figure 7:**
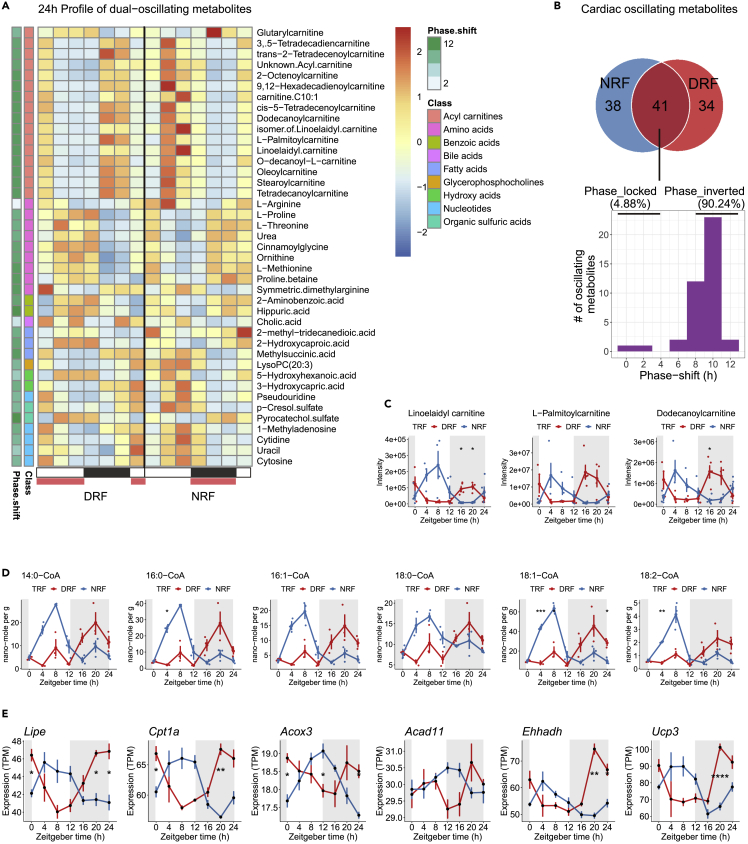
Inverted feeding entrains diurnal rhythms of fatty acid oxidation in heart (A) Heatmap showing 24-h profiles of all dual-oscillating metabolites in heart. Intensity levels are represented as the Z score scaled means. See Figure S7A. (B) Venn diagram and phase-shift diagram showing the interaction between diurnal metabolites in heart under tRF regimens, 90.24% of which were phase inverted. (C) Representative 24-h profiles of acylcarnitines in heart. (D) Twenty-four-hour targeted lipidomics profiles of long-chain acyl-CoAs in heart. (E) Twenty-four-hour expression profiles of diurnal genes involved in fatty acid oxidation. Red, DRF; blue, NRF. Data were represented as mean ± sem (n = 4 for genes, n = 4–5 for metabolites, n = 3 for acyl-CoAs). Multiple t tests with Bonferroni correction; p *≥* 0.05 is not shown, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

Fatty acid oxidation is key to maintain energy metabolism and tissue homeostasis in heart. As shown in Figure 7C, the peak time of cardiac acylcarnitine species fell in the inactive/food-restricted period, reflecting the priority of fat burning in the postprandial phase in heart tissue. Targeted lipidomics profiling of acyl-CoA species showed that inverted feeding reversed the phase of cardiac acyl-CoA species in synchrony with its actions on acylcarnitines (Figure 7D, Table S4). These coordinated entrainment of substrates and intermediates of fatty acid oxidation by inverted feeding is associated with transcriptional changes. Diurnal rhythms of major genes involved in lipolysis and fatty acid oxidation, such as Lipe, Cpt1a, Acox3, Acad11, Ehhadh, and Ucp3, were phase inverted by inverted feeding in heart (Figure 7E).

In summary, diurnal metabolome of the heart is readily responsive to phase entrainment by feeding, particularly regarding metabolites involved in fatty acid oxidation. This metabolic reprogramming by feeding time is coordinated with fast kinetics in entraining transcriptional rhythms of fatty acid oxidative genes to feed-fast cycles in heart.

## Discussion

We took a multi-omics approach to study entrainment of diurnal rhythms and circadian clocks by inverted feeding in mouse peripheral tissues. Diurnal transcriptomics revealed tissue-specific kinetics in phase entrainment by feeding. Metabolic tissues, such as fat tissue (80.46% of dual-oscillating genes) and liver (61%) entrained readily to inverted feeding, whereas kidney (39.11%) and heart (21.68%) exhibited less completeness in food entrainment within one week of inverted feeding. We further showed that light-related cues condition phase entrainment of clocks by feeding in extra-hepatic peripheral tissues. To explore the impact on physiology and metabolism, we performed integrated analysis of metabolites, lipids, and transcripts and found that cholesterol rhythm entrained readily to inverted feeding in fat tissue and that diurnal rhythms of fatty acid oxidation entrained almost completely to inverted feeding in heart, both of which occurred with coordinated entrainment of metabolic gene transcripts.

In the past, much has been focused on entrainment of the liver clock by feeding. Nutrient-sensing pathways, such as glucose-sensing AMPK/OGT, NAD^+^-sensing sirtuins/PARP1, and PGC-1α, couple circadian clocks to nutrient availability (Kim and Lazar, 2020; Reinke and Asher, 2019). Feeding rhythms accounted for 84% of phase-shifted transcripts in mouse liver under constant darkness (Vollmers et al., 2009). Early studies suggested that tissue clocks might entrain to feeding rhythms with different speeds (Damiola et al., 2000; Stokkan et al., 2001). Recently, Wang et al. showed that tRF shifted the phase of the skin clock by 3–4 h (Wang et al., 2017). In our study, we found distinct kinetics in entrainment of diurnal transcriptomes and tissue clocks by feeding. Metabolic tissues exhibited faster kinetics, whereas heart and kidney had slower kinetics. This effect tracks with phase kinetics of tissue clocks. These findings suggested that the connection between clock and metabolism is highly tissue specific. It is tempting to speculate that the desynchrony of diurnal transcriptomes among peripheral tissues under irregular eating time may contribute to the pathogenesis of metabolic diseases, in addition to the well-recognized desynchrony between the SCN clock and peripheral clocks (Longo and Panda, 2016; Rubino et al., 2020).

Feed-fast cycles provide a dominant synchronizing signal to reset the liver clock. Recent studies suggested that peripheral clocks in liver and skin were modulated by light-dependent signaling and clocks in other tissues (Koronowski et al., 2019; Ray et al., 2020; Welz et al., 2019). Our results are consistent with these findings and show that light-related cues gate clock entrainment in peripheral tissues. Particularly, removal of time cues from the SCN clock by LL either consolidates or facilitates phase entrainment by feeding in extrahepatic tissues. The identity of light-related signaling under tRF remains to be characterized. It has been shown that the hypothalamus-pituitary-adrenal axis, sympathetic tones, and body temperature-sensitive signaling entrain the liver clock from the light-responsive SCN clock (Liu et al., 2019; Schibler et al., 2016). Thus, a tissue-specific balancing act between light- and food-induced signaling pathways may determine the kinetics in entrainment of peripheral clocks and diurnal rhythms by feeding.

Female mice have not been widely used in tRF studies. Our study used female mice for multi-omics profiling and compared entrainment of peripheral clocks between females and males. We observed sex-related difference in the robustness of peripheral clocks under DRF, particularly in heart and kidney. It has been recognized recently that behavioral rhythms are more consolidated in females than in males (Anderson and FitzGerald, 2020). Weger et al. showed that not all but about 71% diurnal transcripts and 55% diurnal metabolites in liver are conserved between male and female mice, which is conditioned by microbiome (Weger et al., 2019). Thus, this resource could serve as a primer to explore mechanisms underneath sexual dimorphism in food entrainment, which may have implications for susceptibility of males to metabolic diseases.

The landscape of circadian physiology and metabolism entrained by feeding is key to understand the mechanisms and health benefits of tRF. In heart, we found coordinated phase entrainment of fatty acid metabolic genes and acylcarnitine metabolites. It is well established that the myocardial circadian clock regulates diurnal rhythms of mitochondrial oxidative metabolism and fatty acid utilization in heart, which is essential for longevity and health span (Zhang et al., 2020a). Clock-regulated transcription factor KLF15 conditions diurnal rhythms of susceptibility to heart injury, in part through fatty acid metabolism and electrophysiology (Jeyaraj et al., 2012; Li et al., 2020; Zhang et al., 2015a). These findings corroborated the notion that the circadian coherence of energy metabolism in heart is shaped by feed-fast cycles and circadian clocks. Because circadian reprogramming of fatty acid metabolism occurs prior to transcriptional changes of the circadian clock, it is likely that post-transcriptional regulation of fatty acid metabolism, possibly at the levels of proteins and activity, may account for diurnal rhythms of cardiac energy metabolism under tRF. In that sense, circadian profiling of proteomes and/or proteomes of a specific post-translational modification in heart would provide mechanistic insights in the future.

In adipose, we found robust phase entrainment of free cholesterol in synchrony with genes in cholesterol biosynthetic process. It is perplexing because VAT is not a major organ for cholesterol biosynthesis (Luo et al., 2020). The apparent clock-independent phase entrainment in VAT suggested that fat tissue might utilize an unconventional mechanism during food entrainment, which may recruit non-clock TFs such as nuclear receptors and sterol response element-binding proteins as suggested in recent studies (Eckel-Mahan et al., 2013; Guan et al., 2018; Yang et al., 2006; Zhang et al., 2015b). In liver, we did not find any diurnal metabolite that had entrained to inverted feeding; however, we found robust 12-h rhythms in many amino acids and nucleotides, including leucine. As an activator of mTOR signaling, this 12-h tone of leucine may orchestrate diurnal rhythms of metabolism and physiology via protein phosphorylation as suggested recently (Robles et al., 2017). In addition, signaling metabolites with 24 h or 12 h rhythms modulated by DRF may act not only in local tissues but also in dialogue between tissues (Dyar et al., 2018; Koronowski and Sassone-Corsi, 2021). Thus, this multi-tissue resource would facilitate the community to explore the functions of tissue-specific signature transcripts and metabolites connecting feed-fast cycles and circadian biology.

### Limitations of study

Our study has several limitations. First, we have only examined four peripheral tissues. Inclusion of additional organs in other physiological systems, such as respiratory system, gastrointestinal system, endocrine system, nervous system, and musculoskeletal system, would be necessary to explore system-wide kinetics and regulatory mechanisms in entrainment of circadian biology by feeding. Second, transcriptomics and metabolomics are merely snap-shots of transcription and metabolism. To uncover the dynamics and kinetics, applications such as Global Run-On sequencing (GRO-seq) and metabolic flux analysis would be required.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Min-Dian Li ().

#### Materials availability

This study did not generate new reagents.

#### Data and code availability

Original/source data and code for metabolomics and Figures in the paper are available [i.e., Mendeley Data https://doi.org/10.17632/mb25x9t4m7.1]. The accession numbers for the transcriptomics data reported in this paper are NCBI GEO: GSE150380, GSE150381, GSE151221, GSE151228, and CNGBdb: CNP0001605, CNP0001638, CNP0001639, CNP0001640. CircaMet database: https://www.CircaMetDB.org.cn.

## Methods

All methods can be found in the accompanying transparent methods supplemental file.

How the deposited data were processed for this re-analysis (not part of the article)

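RNA of visceral adipose tissue (VAT) from 56 female C57BL/6J mice was sequenced by the authors, 4 mice at each of 7 time points from ZT0 to ZT24 under DRF and NRF. The mice were 9 weeks old and had been on the regimen for 7 days. The regimen, time point and replicate number of each library came from the sample labels, and the replicate numbers name different mice. Liver, kidney, heart, lipid and metabolite measurements were not analysed here.

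The authors deposited 1 value per gene and library for 25939 Ensembl genes and named it TPM. By its values it is treated as a score, because the deposited score is a log2 value in reads: log2(CPM + 1) divided by the exon length of the gene and rescaled to a nearly common total per library. The paper refers to a supplemental file for its methods, which was not used here. Recovery used the steps between the lowest values: the first 30 steps gave the scale and the effective library size of each library, with residuals of at most 2.2e-08. The effective size was 31.8 to 47.3 M reads, or 0.940 to 1.36 times the recovered reads of the same library. All CPM values, also after thinning, keep this factor. The exon lengths of the reference annotation gave whole reads for 25017 genes. For 899 genes the length was taken from the values, 21 were too abundant to test, and 2 (Pcx and Scd1) could not be resolved. Recovered reads per library ranged from 30991988 to 41023908, with a median of 35399553. The plan assumed linear TPM. For limma and the principal components, log2(CPM + 1) recovered from the values took the place of log2(TPM + 1), because the deposited values already hold a logarithm. Rhythm tests and CircaCompare fits were made on the deposited values. The paper's figure gives amplitude differences of 11 for Per2 and 9.6 for Arntl. The fits gave 11.3 and 9.60 on the deposited values, and 0.548 and 0.917 on log2(value + 1). For these 2 genes, this argues for CircaCompare fits by the authors on the deposited values. Which values they used for their rhythm tests was not checked.

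Rhythms of 24 h and 12 h were tested per regimen with JTK_CYCLE and Lomb-Scargle, combined by Fisher's method after the meta2d function of MetaCycle, written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with a mean value of at least 0.1 were tested, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. Dual-oscillating genes passed under both regimens. A shift of 8 h or more was called phase inverted and one of up to 4 h phase locked. Clock, cholesterol and lipid genes were fitted by nonlinear least squares with the CircaCompare model and Wald tests, and rhythms by 100000 permutations of the time labels. Single time points were compared by exact two-sided permutation tests. Mean level and rhythm between regimens were tested in limma 3.58.1 in R 4.3.3, with a 24-h cosine and sine per regimen and an intensity trend. A pseudocount of 1 was used on the log2 scale, which understates the change of low genes. Gene sets came from the Reactome file of fgsea 1.28.0 and were tested with a Kuiper statistic. Gene positions are those of GRCm38.

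The genes named in the text were set by a rule before the data were examined. They are the genes the paper names or shows for VAT, 5 phase-inverted and 5 phase-locked genes, and the 5 largest rises and the 5 largest falls in mean level. The inverted and locked genes are those with the largest value of the smaller of their relative amplitudes under NRF and DRF. Rises and falls had to pass the threshold with the same sign on log2(CPM + 1) at all 7 time points. Both kinds needed a mean value of at least 1. Genes named outside this rule are marked as chosen after their values were seen.

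Each program was tested on simulated data. limma recovered 200 of 200 changed means with 13 of the other simulated genes called, and 133 of 200 changed rhythms with 3 others called. The rhythm test found 177 of 200 rhythmic genes among 3000, with 2 others called and a median phase error of 0.67 h. The 95% intervals of the CircaCompare fit held the true shift in 93.4% of 500 simulated genes. Read recovery was exact for 100% of 20000 simulated genes. The Kuiper test found 20 of 20 shifted sets against the other genes and called 3 of 200 others. Against a uniform spread, it called 190 of those 200 others.

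Alternatives covered the filter, the rhythm test, the threshold, the scaling between libraries, the pseudocount, the ZT24 libraries, the phase estimate, a minimum amplitude, the replicate number as a block, and each replicate number left out. The planned fits on log2(TPM + 1) in limma were made on log2(CPM + 1). Other gene groupings were drawn 100 times with a fixed seed. Marker genes of skeletal muscle, liver, lymph node, blood and adipocytes were listed before the values were seen. Those of uterine epithelium were listed after the principal components were seen. GO sets and cistromes were not used here. The own values of 1 of the fitted genes are not reported here.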

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

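Of the tests in this part, those on the pair of DRF libraries, on liver genes and with aligned rhythms were chosen after the result was seen, as were the marker genes of uterine epithelium that enter several tests. The other tests were chosen before.

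The number of rhythmic genes differed between the regimens, with 3017 more under NRF than under DRF. When the regimen labels were swapped within same-numbered pairs of mice at one time point, 1 of 100 assignments, the real one, gave a difference as large. That comparison cannot decide, because most rhythms are opposed between the regimens and swapping cancels them. The difference was therefore tested with rhythms aligned: each regimen was centred per gene, ZT24 was left out, and labels were swapped between same-numbered mice 12 h apart. Swapped groups then held a median of 2678 rhythmic genes. In this set the real difference was 3993, from 6765 genes under NRF and 2772 under DRF. Of 100 assignments, 1, the real one, gave a difference as large, against at most 3738 in the others. The NRF count lay far above the swapped median, so swapping may still cancel rhythms that are not exactly opposed. The aligned comparison may therefore favour the real grouping as well. With every library thinned to the same number of reads, the ratio of NRF to DRF counts was 1.71, so depth was not the explanation. The spread between mice of one time point was 1.08 times as large under DRF by the median gene, under the limit of 1.1 set for this test. The medians themselves, 0.161 under DRF and 0.145 under NRF, are further apart, so a larger spread under DRF is not clearly set aside. Smaller rhythms under DRF could contribute: among genes rhythmic in replicates 1 and 2 under either regimen, the median amplitude ratio of DRF to NRF in replicates 3 and 4 was 0.811. This value partly restates the counts, since 1128 of these genes were chosen under NRF and 371 under DRF. The ratio was 0.753 for the former, 0.978 for the latter and 1.018 for all genes. For the 62 genes rhythmic in replicates 1 and 2 under both regimens, it was 0.732. RNA of other tissues remains a possible explanation, since with 5 marker scores as covariates of a limma cosinor the ratio fell to 0.611. That test is not clean, because under NRF a 24-h cosine itself took 38.7%, 45.7% and 46.9% of the variance of the lymph node, blood and uterine epithelium scores, so the covariates may absorb true rhythms. Without the 2 DRF libraries that carry uterine epithelium genes and the NRF libraries of the same number and time point, the ratio was 1.252 (6381 against 5095 genes). It lay only just above the limit set for this test, and 42.6% of the difference remained. In this reduced set, 2 of 100 swaps at one time point, the real one among them, gave a difference as large, which cannot decide for the same reason. With rhythms aligned and without the 2 libraries and their partners, the difference was 2410, and 13 of 100 assignments, the real one among them, gave one as large. Without these libraries, the difference was thus not set apart from other groupings of the mice. A part of the difference may therefore come from these libraries and cannot be told apart from RNA of another tissue.

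The amplitude of clock genes was lower under DRF, with a median of 19.1% of the NRF amplitude over 10 genes. By the Wald test of the difference in the CircaCompare model, 10 of 10 had an adjusted p under 0.05. On linear CPM the median was 19.8%, with every library thinned to the same number of reads 19.0%, and without the 24 libraries that scored high for another tissue 18.3%. Mice out of phase with one another would raise the spread within time points, but that spread under DRF was 21.2% of the value computed for mice with the NRF rhythm at random phases. The scale, depth, other tissues and unequal phases between mice did not explain the lower amplitudes in these tests. A weaker clock rhythm under DRF is a candidate explanation, found and tested on the same data.

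The paper compares mesors of single clock genes in VAT, and its text does not discuss mean levels over all genes. In limma on log2(CPM + 1), 5634 genes had a different mean level under DRF and NRF with a Benjamini-Hochberg adjusted p under 0.05, 2965 higher and 2669 lower under DRF. Only 417 differed by at least 0.5 on the log2 scale. Of 100 assignments of the regimen labels within same-numbered pairs, 1, the real one, gave as many, and the largest other count was 4472. With libraries thinned to equal reads, 5538 genes passed. With scores of other tissues as covariates, 5156 passed and 4203 of them were among the 5634, and with scores of cell types of the tissue, 5348 passed and 4207 were shared. Across genes, which are not independent replicates, the change had a rank correlation of -0.056 with GC content and of 0.031 with length. Depth, GC content and length did not account for the count. A count that stays similar cannot exclude a difference in tissue make-up. In mean log2(CPM + 1), DRF minus NRF, the score of blood genes differed by 0.510 (standard error 0.132). That of mesothelium genes differed by -0.243 (standard error 0.0886) and that of white adipocyte genes by 0.00615 (standard error 0.0740). A response of VAT to the feeding regimen may remain, as a hypothesis. No batch is given in the labels, so a batch difference was not tested.

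A 12-h rhythm was found in 4 genes under DRF, Tppp3, Itga11, Trps1 and Tle3, named after their values were seen. The paper reports such rhythms for diacylglycerols in VAT and lists genes with them in a sheet of its Table S2 that was not used here. The adjusted p was 0.004 for Tppp3, 0.0065 for Itga11, 0.016 for Trps1 and 0.045 for Tle3, from 592 genes at an unadjusted p under 0.05. Under NRF, 0 genes passed and 167 had an unadjusted p under 0.05. In 1 of 100 assignments of the time labels, the real one, as many as 4 genes passed under DRF, and the largest other count was 3. In the same 100 assignments under NRF, 100 gave at least the 0 found, which any grouping must, so that comparison tests nothing. Assigned time labels gave as many as 458 such genes under NRF, so a count of 4 can arise by grouping in this design. With thinned libraries 3 genes passed. With marker scores regressed out, 21 passed, all 4 of the genes among them. The difference between regimens in 12-h rhythms was not tested. With a single replicate number left out, 0 to 1 gene passed, so the count may rest on all 4 mice per group.

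Dixon's test was made on 80 groups of 4 samples, and 9 held a sample far from the others, against 4 by chance. The measures were recovered reads, scores of uterine epithelium, liver and skeletal muscle genes, and highest and lowest groups of 6 named genes. The 6 genes gave none. Recovered reads were high in replicate 2 of DRF at ZT16 (41023908), replicate 2 of NRF at ZT20 (40792477) and replicate 4 of NRF at ZT24 (40538187). Uterine epithelium scores, in mean log2(CPM + 1), were high in replicate 4 of DRF at ZT0 (4.43) and replicate 1 of DRF at ZT8 (5.20). Liver scores were high in replicate 4 of NRF at ZT24 (6.81) and replicate 2 of NRF at ZT0 (1.94), and low in replicate 1 of DRF at ZT20 (1.49). The skeletal muscle score was high in replicate 4 of NRF at ZT8 (6.33). For the reads, the 2 smaller liver deviations and skeletal muscle, no explanation was tested.

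The pair of DRF libraries with uterine epithelium genes is the pair apart on the second principal component. The lower of their scores was 2.14 above the median of the libraries, and the highest of the other libraries was 0.53 above it. Their reads differed from the median by at most 10.4%, so depth was not the explanation. RNA of uterine epithelium, from tissue next to the fat, may be in these libraries. The liver score of replicate 4 of NRF at ZT24 was 4.35 above the highest of the other libraries, and RNA of liver may be in it. No biological explanation was tested for these libraries.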

How the results depend on the processing

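All alternatives but those named as chosen after the data were seen were set before the data were examined. Of 867 alternative values for 73 results, 0 were labelled reversed. Only amplitude differences and mean levels of named genes could get that label, because they carry a sign. For counts, shares and phase shifts, the 0 was fixed in advance and shows nothing. For the results of the planned comparisons, 18 were weaker, 72 moved and 286 stayed the same. For single genes named among many, 4 were weaker, 3 stronger and 484 stayed the same. The filter on genes with a value above 0 removed no tested gene, so that it could not move a result. Lomb-Scargle alone gave no share of dual-oscillating genes. For the changes below, the cause was not tested.

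Rhythm counts depended on the test. Lomb-Scargle alone gave 0 genes under NRF, 0 under DRF and 0 dual-oscillating genes, and 4350 and 2123 genes at an unadjusted p under 0.05. With 28 libraries its p has a floor, so the 0 says little about rhythms. A relative amplitude of at least 0.1 gave 2635, 1674 and 911. An adjusted p under 0.01 gave 1601 dual-oscillating genes. The limma cosinor on log2(CPM + 1) gave 4034 dual-oscillating genes without the replicate number as a block. With the block, it gave 5942 genes under DRF and 4090 dual-oscillating ones. Across the 4 analyses that each left out one replicate number, the counts were 4295 to 5575 under NRF, 1931 to 2823 under DRF and 1067 to 1529 dual-oscillating. NRF exceeded DRF in all alternatives set for these counts except Lomb-Scargle alone. It did not in the limma cosinor with marker scores of other tissues as covariates, with 3093 genes under NRF and 5061 under DRF.

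The phase-inverted share was 83.3% at an adjusted p under 0.01, 81.6% with median-of-ratios factors, 83.9% with an equal 75th percentile, 82.3% with tied cosines and 75.7% with phases not rounded. On linear CPM, chosen after the data were seen, it was 81.9%. With a replicate number left out it was 80.5% to 85.6%. The phase-locked share was 11.5% with JTK_CYCLE alone, 7.00% at an adjusted p under 0.01, 7.604% with median-of-ratios factors, 6.77% with an equal 75th percentile, 7.73% with phases not rounded and 9.90% in the limma cosinor with the replicate block. On linear CPM it was 7.35%, and with a replicate number left out 6.65% to 8.71%. These shifts were judged against an SD of 2.21 for the inverted and 0.99 for the locked share between the analyses that left out a replicate number.

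The count of genes with a different mean level was 3476 at an adjusted p under 0.01. The share of higher against lower genes moved with the scaling, with 2521 higher and 3195 lower with an equal 75th percentile. Without a replicate number, 3814 to 4603 genes had a different mean level and 7370 to 8266 a different rhythm. Genes with a 12-h rhythm under DRF numbered 2 at an adjusted p under 0.01 and 0 to 1 with a replicate number left out.

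The numbers name different mice. Libraries with the same number at the same time point correlated by 0.017 in their deviations from group means, and nothing in the labels pairs the mice. With the replicate number as a block, 5813 genes had a different mean level and 9546 a different rhythm.

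The phase shift of Nr1d1 was weaker with log2(value + 1) (4.81 h), median-of-ratios factors (4.93 h), linear CPM (4.92 h) and log2(CPM + 1) (4.76 h), the last 2 chosen after the data were seen, and 4.12 h to 5.80 h with a replicate number left out. Its adjusted p ranged from 0.012 to 0.19. The shift of Dbp was weaker on linear CPM (4.53 h), and was 4.06 h to 5.58 h with a replicate number left out, with an adjusted p from 0.0019 to 0.23. The shift of Per2 was weaker with log2(value + 1) (2.10 h), without ZT24 (1.52 h), with median-of-ratios factors (1.89 h), on linear CPM (1.70 h) and on log2(CPM + 1) (1.95 h). It was 1.59 h to 2.25 h with a replicate number left out, with an adjusted p from 0.013 to 0.17. Clock genes with a shift past the threshold numbered 4 on linear CPM and 4 to 7 with a replicate number left out. Their median shift was 4.31 h to 4.97 h with a replicate number left out and 4.29 h without the 4 libraries at ZT8 number 1 and ZT0 number 4, a choice made after the data were seen. The median shift of the cholesterol genes was 10.5 h on linear CPM and without the 4 libraries, and 9.98 h to 10.5 h with a replicate number left out. The amplitudes of the 10 clock genes stayed lower under DRF with an adjusted p under 0.05 in all alternatives, as did the shifts of 9 cholesterol genes, Dgat1 and Lipe.

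With log2(CPM + 0.1), the first principal component carried 14.9% of the variance, 5.98% lay between regimens and 40.2% between the 14 groups. The groups then held 59.9% of the first component, and the regimens 60.7% of the third. With log2(deposited value + 1), chosen after the data were seen, these were 6.17%, 2.98%, 29.0%, 37.9% and 32.6%. Without a replicate number, also chosen after the data were seen here and for gene sets, they were 22.0% to 23.8%, 7.75% to 9.58%, 51.0% to 57.0%, 56.0% to 81.3% and 57.3% to 72.8%. Reactome sets past the uniform test numbered 51 to 94 without a replicate number, and 0 to 2 were set apart from the other dual-oscillating genes.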

Differences from the paper's values

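By the rules used for this comparison, none of the 16 values compared with the paper's differed in the setting reported. Counts, shares, shifts, phases and amplitude differences within a ratio of 1.5 were called close. Values that are not equal can thus pass. An inverted share of 75.7%, with phases not rounded, passed against the paper's 80.46%, so the rule tests these values only loosely. Under alternatives, 24 values differed, most of them counts of rhythmic or dual-oscillating genes. For the phase-locked share, 8.76% was found against the paper's about 7.7% in Fig. 4A, read by eye.

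The paper calls cholesterol biosynthesis enriched among dual-oscillating genes. The Reactome set of that name was clustered against a uniform spread, and had an adjusted p of 0.614 against the other dual-oscillating genes. The paper's own GO set has a q of 0 against a uniform spread, with a magnitude of 0.85, and a q of 0.748 against background in its Table S3.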

Other observations

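The tests of the time and regimen labels in this part, and the test of the joint selection, were chosen before the results were seen. The test of the authors' rescaling was chosen after.

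In 100 assignments of the time labels within each replicate number and regimen, 1, the real one, gave as many rhythmic genes under NRF, and likewise 1 under DRF and 1 for dual-oscillating genes. The largest other counts were 34, 49 and 0. In 100 swaps of the regimen labels within same-numbered pairs, 1, the real one, gave as many as 9340 genes with a different rhythm, and the largest other count was 2809. For the 1928 phase-inverted genes it was likewise 1 of 100, but swapping cancels opposed rhythms and leaves few dual-oscillating genes, so this comparison cannot decide.

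The inverted share depends on how genes are chosen. Among 11009 genes rhythmic by a joint test of both regimens in limma, which does not ask for a rhythm in each regimen alone, 58.9% had a shift of 8 h or more and 16.7% one of 4 h or less. The 58.9% rests on phases not rounded to whole hours, whereas the 79.3% rests on rounded ones. With phases not rounded, the share of dual-oscillating genes was 75.7%. The 58.9% is below the limit of 60% set for this test by little, and rounding could have moved it past. It cannot decide whether selecting genes by 2 separate thresholds raises the share. A gene rhythmic in a single regimen can pass the joint test, and its phase in the other regimen may be poorly determined. Among the 4034 genes rhythmic under both regimens in the limma cosinor, the inverted share was 77.7%, with phases rounded to whole hours. The authors' rescaling of log values to a common total per library moved the share of 79.3% by 2.10 percentage points. It was not an explanation of that share.

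Of the 174 Reactome sets clustered against a uniform spread, 100% were not set apart from the other dual-oscillating genes. A shift shared by most dual-oscillating genes may therefore explain the clustering.

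The largest rises in mean level under DRF, among genes whose mean log2(CPM + 1) differed with the same sign at all 7 time points, were Podnl1 (log2 fold change 2.53), Ncan (2.17), Mogat2 (1.70), Gm9696 (1.65) and Wdr95 (1.62). The largest falls were Serpina3k (-1.73), Ifi27l2a (-1.61), Plppr3 (-1.49), Serpina3b (-1.37) and Cfd (-1.37). Each had an adjusted p under 0.05 in limma, and kept its sign in all alternatives. Serpina3k and Serpina3b belong to a family of close copies whose reads the authors' counting could have split. On the deposited values, Serpina3b had the opposite sign at ZT4 (53.0 under DRF and 52.5 under NRF). ZT0 and ZT24, which are the same time of day in different mice, differed in 13 genes under DRF and 40 under NRF, with 2646 and 2184 at an unadjusted p under 0.05.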
